A study of Homo sapiens with 58 samples.

How the data were processed

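Small RNA from human skin lesions was sequenced in 58 libraries. Before biopsy an adhesive disc was pressed on the lesion several times, and RNA was taken from the disc, per the series design text. That text and the labels' protocol name different RNA extraction kits, and which of them was used for which library was not determined here. Libraries were made with a Qiagen small RNA kit whose reads carry a unique molecular identifier, a random tag that marks each captured molecule, per the labels' protocols and the series design text. Tagged molecules that were copied by PCR were thereby counted once.

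The deposited values are estimated counts per mature microRNA (miRNA), not scaled to library size. Per the series design text, the authors trimmed adapters, aligned reads with STAR 2.7.9a to GRCh38 with Ensembl release 106, required at least 16 matched bases and at most 5% mismatches, removed duplicates by molecular identifier, and assigned reads to miRBase release 22.1 with featureCounts 1.6.3. The authors' own tests used DESeq2 1.36.0 at a false discovery rate of 5%, per the same text. Of the nonzero estimated counts in the table used here, 50.2% were not whole numbers, and no header of the deposited tables states how the fractions arose. Fractions of this kind can come from reads shared between miRNAs of near-identical sequence, so members of the miR-103a, miR-181, miR-20 and miR-92 families named below are uncertain where the counting split reads between them. All values were rounded to whole numbers before testing.

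There were 3 deposited tables. The third holds all 58 libraries with 2652 miRNAs and was used throughout. The first and second hold the BCC and the SCC libraries, and the same libraries have higher counts there. The third table held a median of 67.0% of the BCC tables' totals (57.9% to 73.7% over 16 libraries) and 65.4% of the SCC totals (49.7% to 76.2% over 16 libraries), with a lowest Pearson correlation across miRNAs within a library of 0.996 and 0.992. miRNAs are not independent replicates, so these correlations only describe the tables. The reason for the lower counts is not stated in the labels. The table with all libraries was chosen because it gives every library the same processing, and the separate tables were an alternative chosen after seeing the data. The table of all libraries also has 8 columns that matched no sample, and these were used in no step.

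Libraries were grouped by the lesion named in their title. Titles begin with 1 of 3 numbers, treated as batches. The first batch held superficial BCC (n = 8) and nodular BCC (n = 8), the second held SCC in situ (n = 8) and invasive SCC (n = 8), and the third held the 26 libraries of the keratoses and other benign lesions. Replicate numbers are in accession order and only name a library. Lesion classes of different batches cannot be separated from the batch, so the 5 comparisons of single groups were made within batches, and BCC against SCC is a comparison of batches as well.

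Counts were tested with edgeR 4.0.16 (quasi-likelihood test with robust dispersion, TMM scaling, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05, all tests two-sided. The keratosis fits held the actinic, seborrheic and atypical keratosis libraries, which share an estimate of the spread. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values (counts scaled to a common library size) used TMM effective library sizes, and log2 values used a pseudocount of 0.5. Values of miR-16-5p and of miRNA lists (the mean log2 CPM over the list) were compared by exact permutation tests over every split. A lasso (glmnet 4.1.10) was scored by the area under the ROC curve in held-out libraries, with 4 outer folds repeated 5 times and 10 inner folds, on miRNAs with a mean normalized count of at least 10. The share of variance between groups was computed on regularized log values (DESeq2 1.42.0) of the 500 most variable miRNAs and tested by an exact permutation of the labels. Correlations across libraries used 100000 permutations.

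The miRNAs named in the text followed a rule: in each comparison up to 4 higher and up to 4 lower miRNAs past the threshold with the smallest p (2 and 2 for BCC against SCC), or the miRNA with the smallest p where none passed, with miR-16-5p named in every case. Lists of miRNAs typical of keratinocytes (8 miRNAs), red cells (3), white cells (5) and fibroblasts and vessels (5) were written before the data were examined, as were the groups, the tests and the alternatives other than those named as later. Lists of miRNAs conserved in arthropods (7), typical of skeletal muscle (4) and of nervous tissue (4) were added after hsa-miR-1-3p had been seen but before they were tested. No miRNA was in more than 1 list.

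The fit was tested on simulated counts drawn from the means and library sizes of these libraries. Of miRNAs changed 8-fold, the test recovered 100% of 59 in the BCC design, 92.5% of 40 in the SCC design, 88.9% of 63 in the actinic against seborrheic keratosis design and 70.3% of 64 in the test of the difference between cancers. Of miRNAs changed 2-fold it recovered 28.6% of 63, 6.98% of 43, 9.52% of 63 and 4.84% of 62. Of miRNAs changed 4-fold it recovered 85.5% of 62, 75% of 40, 54.1% of 61 and 32.3% of 65. Changes of 2-fold were therefore mostly out of reach at this depth and number of libraries, and in the difference test 4-fold ones too. In the real BCC libraries hsa-miR-1-3p had a fitted log2 fold change of 7.58 and did not pass. The simulated recovery therefore need not hold for miRNAs that vary strongly between libraries. In these simulations 0 or 1 of the calls in each design was false. Changed miRNAs made up 184 of 335 in the BCC design and 123 of 217 in the SCC design. They made up 187 of 308 in the keratosis design and 191 of 360 in the difference test. With so many changed, the adjusted threshold is easier to pass than where few miRNAs differ. Recovery may therefore be lower, and false calls a larger share, in the real comparisons. The lasso gave an area of 1.0 on simulated data with a separating feature and 0.45 on noise.

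Total counts ranged from 20065 to 8399283 per library with a median of 1228246. A count of 0 allows up to 3 counts, which is 150 CPM in the shallowest library and 0.357 CPM in the deepest. Alternatives were DESeq2, RLE scaling, no filter on low counts, a mean count floor of 10, libraries with a total of at least 0.5 of the median, leaving out each library, other sets of libraries in the keratosis fits, other library sizes, a pseudocount of 5, and other inputs or penalties. Hairpin positions were taken from GENCODE v44 on GRCh38, the build named in the series design text. The digital PCR described in that text was not analysed here. Figures were drawn with matplotlib.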

Results

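The study asked whether miRNAs lifted from the skin surface on adhesive discs separate subtypes of non-melanoma skin cancer. The lesions were basal cell carcinoma (BCC) and squamous cell carcinoma (SCC), each in a less and a more invasive form, and several benign or premalignant lesions. Mature miRNA counts were available for 8 superficial BCC, 8 nodular BCC, 8 SCC in situ, 8 invasive SCC, 4 actinic keratosis, 13 seborrheic keratosis, 3 atypical keratosis, 2 verruca, 2 porokeratosis, 1 sebaceous hyperplasia and 1 sebaceous adenoma libraries. The median total count was 2298085 in superficial BCC (624538 to 3515749), 2486489 in nodular BCC (703461 to 8399283), 487064 in SCC in situ (217146 to 2763901) and 1228873 in invasive SCC (556719 to 3002530). It was 1062626 in actinic keratosis (350611 to 3699403), 902357 in seborrheic keratosis (133118 to 3180556) and 56608 in atypical keratosis (20065 to 554533). Between 201 and 1087 miRNAs had at least 1 count in a library.

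**Figure D1:**
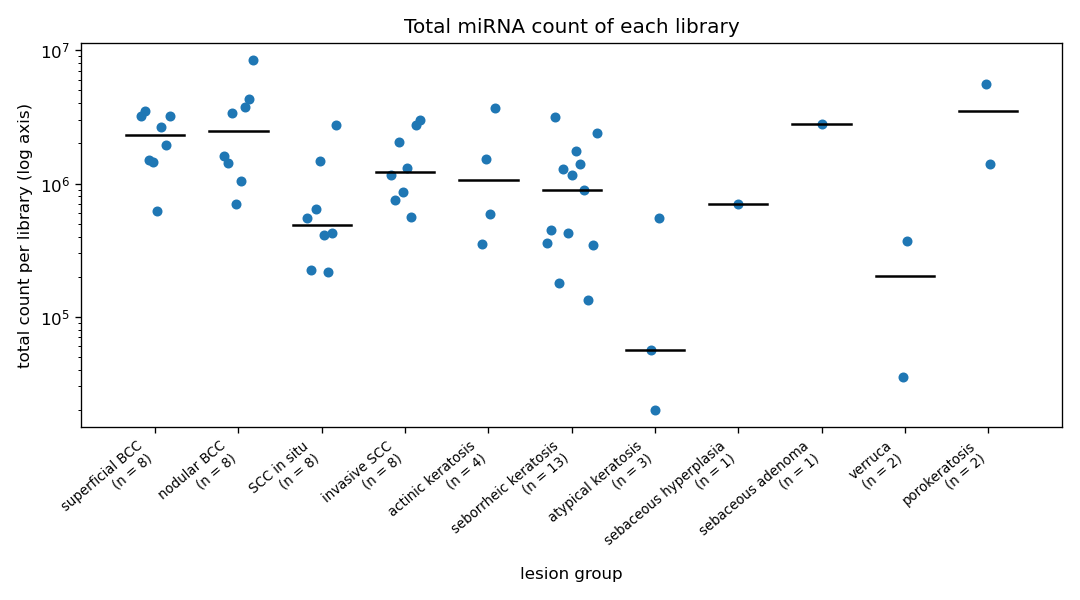
Total miRNA count of each of the 58 libraries (points, log axis) by lesion group, with a line at the group median. The 3 atypical keratosis libraries lie between 20065 and 554533, and the deepest library, of nodular BCC, holds 8399283 counts.

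All 199 pairs of libraries within the 7 groups of at least 3 differed by far more than counting noise, with a chi-square per degree of freedom from 15.4 to 4230. SCC in situ replicates 5 and 6, whose library names are alike, had a chi-square per degree of freedom of 638. It ranked 22 among the 28 pairs of that group, and both libraries were kept as separate samples. Since all 199 pairs exceeded counting noise, this value cannot tell whether both libraries come from the same lesion or person.

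The first comparison asked which miRNAs differ between superficial BCC, which stays in the upper skin, and nodular BCC. Of 357 miRNAs tested, 0 passed an adjusted p of 0.05 by the edgeR quasi-likelihood test (Benjamini-Hochberg), and 28 had an unadjusted p under 0.05. The DESeq2 alternative moved this count most, to 5. The smallest p belonged to hsa-miR-1-3p, with a log2 fold change of 7.58 (SE 1.85) toward nodular BCC and an adjusted p of 0.147. It passed in 1 of 6 other settings, DESeq2, with a log2 fold change of 4.76 and an adjusted p of 0.00401 by the Wald test. It was above the superficial median in 5 of 8 nodular libraries. Its mean was 6039 CPM ± 12944 (SD, n = 8) in nodular and 35.3 CPM ± 27.8 (SD, n = 8) in superficial BCC, and the nodular median was 204 CPM. Nodular BCC replicate 5 held 36699 CPM and replicate 6 held 10842 CPM. Without replicate 5 the log2 fold change was 5.18. The mature miRNA has 2 hairpin genes on GRCh38. MIR1-1 lies on chromosome 20 at 62554306 to 62554376 (plus strand) in an intron of the long noncoding RNA gene MIR1-1HG. MIR1-2 lies on chromosome 18 at 21829004 to 21829088 (minus strand), in an exon of MIR133A1HG and opposite an intron of MIB1.

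The second comparison asked the same of SCC in situ, confined to the epidermis, and invasive SCC. Of 234 miRNAs, 0 passed the threshold and 25 had an unadjusted p under 0.05. hsa-miR-142-5p had the smallest p, with a log2 fold change of 3.72 (SE 1.01) toward invasive SCC and an adjusted p of 0.236 by the edgeR quasi-likelihood test, and it was above the in situ median in 5 of 8 invasive libraries. Its mean was 1850 CPM ± 3446 (SD, n = 8) in invasive SCC and 104 CPM ± 53.7 (SD, n = 8) in SCC in situ. Invasive SCC replicate 7 held 9718 CPM and replicate 3 held 3969 CPM, and without replicate 7 the log2 fold change was 2.25. MIR142 lies on chromosome 17 at 58331232 to 58331318 (minus strand), in an exon of MIR142HG.

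The third comparison set actinic keratosis, a premalignant lesion, against seborrheic keratosis, a benign one. Of 322 miRNAs, 5 passed the threshold, all higher in actinic keratosis, and 19 had an unadjusted p under 0.05. By the edgeR quasi-likelihood test the log2 fold change was 6.52 for hsa-miR-486-5p (SE 1.25, adjusted p 0.00966) and 6.99 for hsa-miR-144-3p (SE 1.44, adjusted p 0.0121). It was 4.48 for hsa-miR-20b-5p (SE 1.01, adjusted p 0.0232) and 3.65 for hsa-miR-126-3p (SE 0.88, adjusted p 0.032). The fifth, hsa-miR-126-5p, was named after its values were seen, with 3.34 (SE 0.85, adjusted p 0.0454). Of the 4 actinic keratosis libraries, 1 was above the seborrheic median for hsa-miR-486-5p, hsa-miR-144-3p, hsa-miR-126-3p and hsa-miR-126-5p, and 3 were for hsa-miR-20b-5p. Actinic keratosis replicate 4 held 31781 CPM of hsa-miR-486-5p, and the other 3 libraries held 9.28, 9.24 and 16.0 CPM. For hsa-miR-144-3p it held 6738 CPM, against 1.73 CPM in replicate 2 and 0 counts in replicates 1 and 3. Without replicate 4, 0 of the 5 passed the threshold and all 5 fold changes pointed the other way, from −0.30 for hsa-miR-20b-5p to −3.56 for hsa-miR-144-3p. The 5 calls rested on this library.

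**Figure D2:**
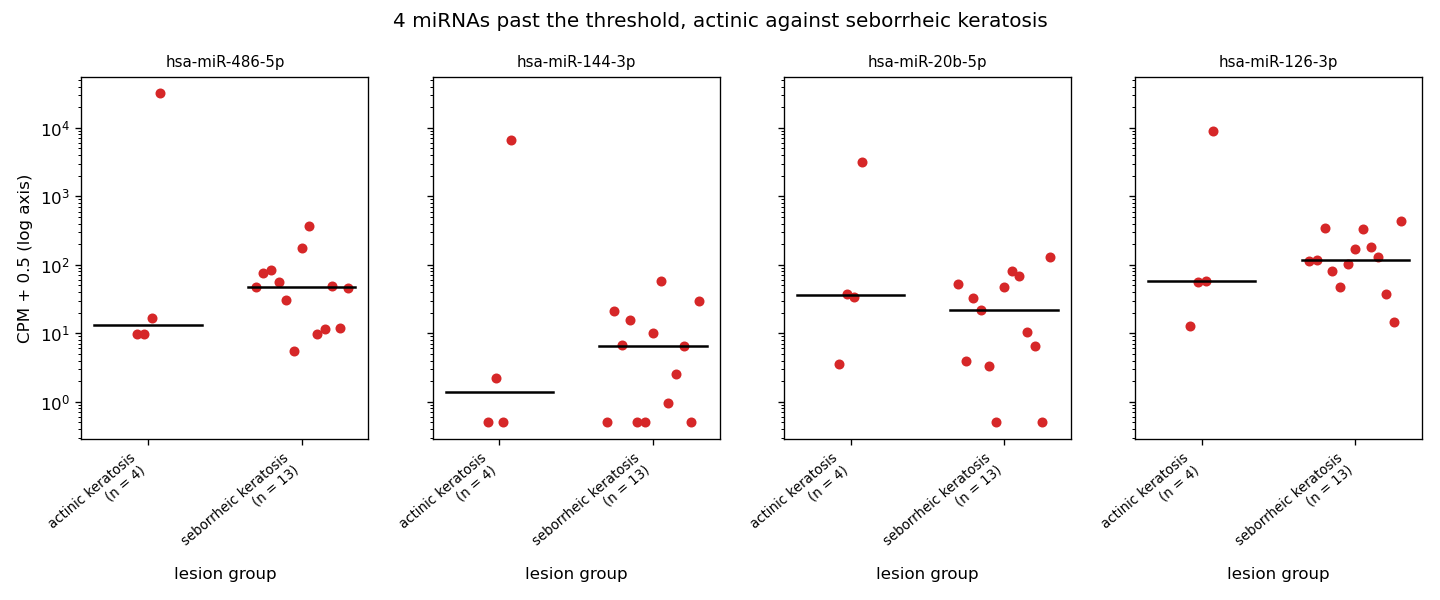
Level of 4 miRNAs (CPM plus 0.5, log axis) in each actinic and seborrheic keratosis library, with lines at the group medians. In each panel the highest actinic keratosis point is replicate 4, at 31781 CPM for hsa-miR-486-5p, and for hsa-miR-486-5p, hsa-miR-144-3p and hsa-miR-126-3p the actinic median lies below the seborrheic one.

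On GRCh38, MIR486-1 (chromosome 8, 41660441 to 41660508, minus strand) lies in an intron of ANK1 and MIR486-2 (41660444 to 41660507, plus strand) opposite one. MIR144 lies on chromosome 17 at 28861533 to 28861618 (minus strand) in an exon of a long noncoding RNA gene. MIR20B lies on chromosome X at 134169809 to 134169877 (minus strand), also in an exon of a long noncoding RNA gene. MIR126 lies on chromosome 9 at 136670602 to 136670686 (plus strand) in an intron of EGFL7.

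Atypical keratosis differed from seborrheic keratosis in 0 of 322 miRNAs, with 31 at an unadjusted p under 0.05. The smallest p was that of hsa-miR-206, with a log2 fold change of 5.03 (SE 1.34, adjusted p 0.34 by the edgeR quasi-likelihood test) and higher in 3 of 3 atypical libraries. Its mean was 444 CPM ± 599 (SD, n = 3) against 12.1 CPM ± 16.9 (SD, n = 13). The atypical libraries held 1128, 188 and 15.3 CPM, which were only 72, 5 and 7 counts. Without replicate 1 the log2 fold change was 3.09 (adjusted p 0.854 by the edgeR quasi-likelihood test). The median log2 fold change of all tested miRNAs was −0.66, so this comparison has a general shift. MIR206 lies on chromosome 6 at 52144349 to 52144434 (plus strand), within no other annotated gene. Actinic against atypical keratosis gave 0 of 322 miRNAs and 33 at an unadjusted p under 0.05. hsa-miR-103a-3p was highest ranked, with a log2 fold change of 1.43 (SE 0.42, adjusted p 0.449 by the edgeR quasi-likelihood test), higher in 4 of 4 actinic libraries. The median of all miRNAs was 0.54 in this comparison. Its hairpins lie in introns of PANK3 (MIR103A1, chromosome 5, 168560896 to 168560973, minus strand) and PANK2 (MIR103A2, chromosome 20, 3917494 to 3917571, plus strand). The 3 atypical libraries held at most 554533 counts, and what either comparison can detect was not simulated.

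BCC and SCC libraries differed in 116 of 310 miRNAs, 65 higher in SCC and 51 lower, with 144 at an unadjusted p under 0.05. The cancers lie in different batches, so cancer and batch cannot be told apart. By the edgeR quasi-likelihood test, hsa-miR-193b-5p had a log2 fold change of 1.87 (SE 0.32, adjusted p 8.90e-05), higher in 15 of 16 SCC libraries, and hsa-miR-193a-5p one of 1.89 (SE 0.34, adjusted p 0.000157), higher in 14 of 16. hsa-miR-181d-5p was lower, with −2.92 (SE 0.44, adjusted p 3.51e-05), and hsa-miR-181b-5p with −1.69 (SE 0.27, adjusted p 5.54e-05), each in 16 of 16 SCC libraries. The mean of hsa-miR-193b-5p was 935 CPM ± 465 (SD, n = 16) in SCC and 377 CPM ± 202 (SD, n = 16) in BCC. The mean of hsa-miR-181b-5p was 110 CPM ± 63.4 (SD, n = 16) in SCC and 530 CPM ± 358 (SD, n = 16) in BCC. With libraries whose total was at least 0.5 of the median, 52 miRNAs passed, but of SCC in situ only replicates 4 and 8 were then left. MIR193B (chromosome 16, 14303967 to 14304049, plus strand) lies in an intron of MIR193BHG and MIR193A (chromosome 17, 31559996 to 31560083, plus strand) within no other annotated gene. MIR181D (chromosome 19, 13874875 to 13875011, plus strand) lies in an intron of NANOS3. MIR181B1 (chromosome 1, 198858873 to 198858982, minus strand) lies in an intron of MIR181A1HG and MIR181B2 (chromosome 9, 124693710 to 124693798, plus strand) in one of MIR181A2HG.

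Whether the more invasive form has the same effect in both cancers was tested as a difference of the effects and as their mean. The difference passed the threshold for 0 of 373 miRNAs, with 51 at an unadjusted p under 0.05. hsa-miR-4516 had the smallest p, with a difference of 4.99 on the log2 scale (SE 1.20, adjusted p 0.0771 by the edgeR quasi-likelihood test), and 11 of the 16 nodular BCC and SCC in situ libraries lay above the median of the others. SCC in situ replicate 6 alone held 379 CPM, and without it the difference was 2.75. The miRNA passed the threshold under 4 of 6 other settings and in 11 of the 32 fits that each left out a library. MIR4516 lies on chromosome 16 at 2133119 to 2133204 (plus strand), opposite an intron of PKD1.

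The mean effect over both cancers passed for 1 of 373 miRNAs, with 31 at an unadjusted p under 0.05. hsa-miR-92b-3p had a log2 fold change of 3.86 toward the more invasive forms (SE 0.85, adjusted p 0.0278 by the edgeR quasi-likelihood test). It exceeded the superficial median in 5 of 8 nodular BCC libraries and the in situ median in 6 of 8 invasive SCC libraries. Medians were 113 against 26.3 CPM in BCC and 10.9 against 7.30 CPM in SCC. Nodular BCC replicate 5 held 2186 CPM, invasive SCC replicate 4 held 944 CPM and invasive SCC replicate 3 held 776 CPM. Without nodular BCC replicate 5 the log2 fold change was 2.66, and its adjusted p was above the threshold in 14 of the 32 fits that each left out a library. MIR92B lies on chromosome 1 at 155195177 to 155195272 (plus strand), in an exon of the long noncoding RNA gene THBS3-AS1.

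**Figure D3:**
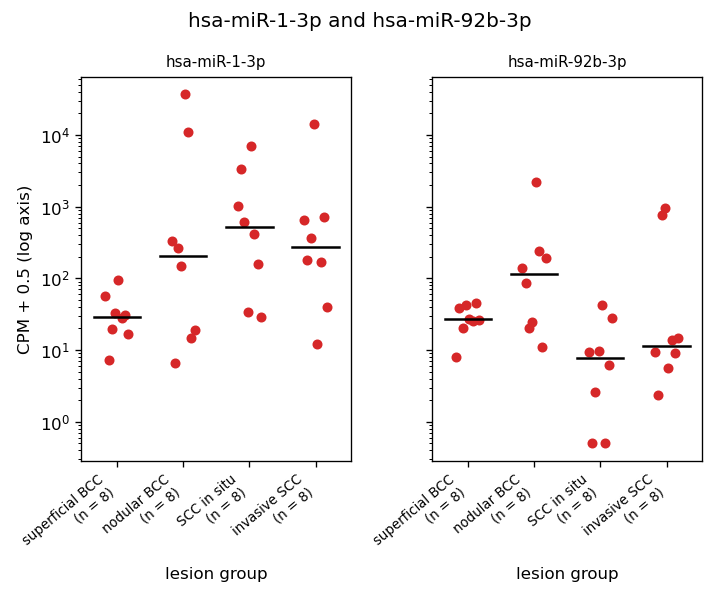
Levels of hsa-miR-1-3p and hsa-miR-92b-3p (CPM plus 0.5, log axis) in each BCC and SCC library, with lines at the group medians. The highest nodular BCC point is replicate 5 in both panels, at 36699 CPM for hsa-miR-1-3p and 2186 CPM for hsa-miR-92b-3p.

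A list of 8 miRNAs known from skin keratinocytes was fixed before the data were examined. All 8 were tested in each within-batch comparison except SCC in situ against invasive SCC, where 7 were, without hsa-miR-135b-5p. In all 5 comparisons 0 of the listed miRNAs tested passed over all miRNAs, and 0 passed when adjusted over the list alone. Only hsa-miR-21-5p in atypical against seborrheic keratosis had an unadjusted p under 0.05, with a log2 fold change of −1.39, p 0.0216 and 0.173 adjusted over the list alone by the edgeR quasi-likelihood test.

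The design text used miR-16-5p as the invariant reference for digital PCR, so its level was compared directly. It ranged from 1024 CPM in verruca replicate 2 to 322059 CPM in actinic keratosis replicate 4, a 314-fold span. The SD of its log2 CPM over the 58 libraries was 1.64, rank 50 from the least variable among 61 miRNAs with a mean of at least 1000 CPM, whose median SD was 1.11. The least variable was hsa-miR-23a-3p with 0.67. Within batches the SD was 1.55 and the rank 51. Mean log2 CPM was 15.61 ± 0.99 (SD, n = 8) in nodular and 15.59 ± 0.77 (SD, n = 8) in superficial BCC, a difference of 0.02 (two-sided exact permutation test, p 0.963). It was 14.94 ± 1.78 (SD, n = 8) in invasive SCC and 13.87 ± 0.96 (SD, n = 8) in SCC in situ, a difference of 1.07 (two-sided exact permutation test, p 0.16, adjusted 0.333), with 6 of 8 invasive libraries above the in situ median. Without invasive SCC replicate 3 the difference was 0.66. The 3 keratosis comparisons gave unadjusted exact permutation p of 0.446, 0.196 and 0.2, so 0 of 5 comparisons had a p under 0.05, adjusted or not. Actinic against atypical keratosis allows no p under 0.0286. Its genes are MIR16-1 (chromosome 13, 50048973 to 50049061, minus strand, in an intron of DLEU2) and MIR16-2 (chromosome 3, 160404745 to 160404825, plus strand, in an intron of SMC4).

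**Figure D4:**
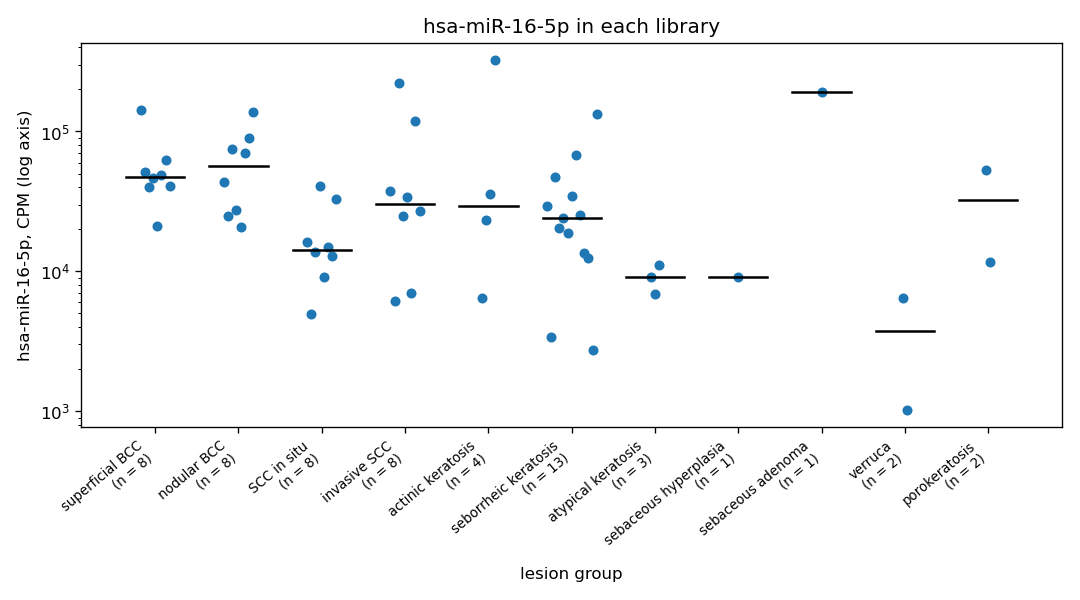
Level of hsa-miR-16-5p (CPM, log axis) in each library by lesion group, with lines at the group medians. Values run from 1024 CPM in a verruca library to 322059 CPM in an actinic keratosis library.

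Lists of red cell, white cell, and fibroblast and vessel miRNAs were compared in the same 5 comparisons, 15 tests in all. By the two-sided exact permutation test 0 of 15 passed after adjustment, and 2 had an unadjusted p under 0.05. Both were in SCC, where invasive libraries were higher by 2.45 in white cell miRNAs (p 0.0107, adjusted 0.16) and by 3.02 in red cell miRNAs (p 0.0213, adjusted 0.16) on the log2 scale, each in 7 of 8 invasive libraries. Without invasive SCC replicate 3 the red cell difference was 1.99. Fibroblast and vessel miRNAs were higher by 2.11 (p 0.0777, adjusted 0.291). The red cell mean of SCC in situ was 1.40 on the log2 scale, near the floor, and its replicate 6 held 0 counts of the listed miRNAs. SCC in situ libraries were also shallower (median total 487064 against 1228873), and the part of depth in these differences within SCC was not tested. In BCC the differences were −0.08 for white cell miRNAs (p 0.918), 0.28 for red cell miRNAs (p 0.865) and −0.77 for fibroblast and vessel miRNAs (p 0.406), the last −0.27 without nodular BCC replicate 2. White cell miRNAs in atypical against seborrheic keratosis differed by −3.03 (p 0.1), and in actinic against atypical keratosis by 3.50 (p 0.0571).

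The design text describes a lasso that separates the subtypes of each cancer. In held-out libraries the area under the curve was 0.572 for superficial against nodular BCC (SD over 5 repeats 0.126, from 0.406 to 0.75). It was 0.522 for SCC in situ against invasive SCC (SD 0.0631, from 0.438 to 0.609). An area of 0.5 is no discrimination in theory, but the median over other splits of the labels was 0.469 in BCC and 0.4625 in SCC. The share of variance between the groups was 6.51% in BCC (two-sided exact permutation test of the labels, p 0.465) and 8.75% in SCC (p 0.154). It was 4.83% for actinic against seborrheic (p 0.64), 10.9% for atypical against seborrheic (p 0.107) and 20.3% for actinic against atypical keratosis (p 0.2, and 32.3% without actinic keratosis replicate 1), and the smallest adjusted p of the 5 was 0.333.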

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

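Dixon's ratio was checked 100 times, for 20 values in the 5 groups of 4 to 8 libraries. In 12 checks a library lay far from the rest of its group, and these fell on 6 libraries. Chance gives about 5 among independent checks. Many of the values were miRNAs named for a small p, and some overlap, so 5 is a rough guide. The miRNAs named in actinic against seborrheic keratosis passed only with actinic keratosis replicate 4, so its large ratios follow partly from that choice. The test of blood in a library was chosen after the result was seen, and the tests of depth were chosen before.

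Actinic keratosis replicate 4 stood apart in hsa-miR-486-5p (ratio 0.935), hsa-miR-144-3p (0.843), hsa-miR-126-5p (0.880) and the red cell list (0.921). The actinic against seborrheic comparison rested on it, and without it 0 of the 5 miRNAs stayed past the threshold. That result does not test for blood in 1 library, since any cause confined to this library would give it. Red cell miRNAs were abundant there, with 31781 CPM of hsa-miR-486-5p and 4372 CPM of hsa-miR-451a, and hsa-miR-16-5p reached 322059 CPM. The 5 calls give no evidence about the lesion class, and 35 of 100 splits of the keratosis libraries gave as many miRNAs as the real one. Blood on the disc, a vascular lesion and a mislabelled sample all stay open.

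Invasive SCC replicate 3 stood apart in hsa-miR-486-5p (ratio 0.655), hsa-miR-144-3p (0.588) and the red cell list (0.546), in the same direction. No explanation was tested for this library alone. Superficial BCC replicate 1 was highest in hsa-miR-142-5p (0.564) and lowest in hsa-miR-92b-3p (0.536). SCC in situ replicate 6 was lowest in hsa-miR-142-5p (0.712), and with 217146 counts it was the shallowest library of its group. Invasive SCC replicate 7 was lowest in hsa-miR-193b-5p (0.685), and actinic keratosis replicate 1 was highest in hsa-miR-1-3p (0.890). These 5 ratios in 4 libraries are about what chance gives among 100, and no biological explanation was tested for them.

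The effect of the more invasive form on white cell miRNAs differed between BCC (−0.08) and SCC (2.45) on the log2 scale, a difference of −2.52 with an exact permutation p of 0.0449 (two-sided). For fibroblast and vessel miRNAs it was −0.77 (−0.27 without nodular BCC replicate 2) against 2.11, a difference of −2.88 with an exact permutation p of 0.0495. After adjustment over 4 such tests both values were 0.099, so neither passed. The number of libraries above the median of the less invasive form was 4 of 8 in BCC and 7 of 8 in SCC for both lists. Invasive SCC libraries were also deeper than in situ ones. With the log2 total count in the regression, 66.3% of the white cell difference remained (−1.67, SE 1.00) and 62.6% of the fibroblast and vessel difference (−1.80, SE 1.20). Neither is far enough from 0 to exclude depth, and depth, inflammation and the batch of each cancer cannot be told apart here.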

How the results depend on the processing

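Of 107 fits of the 35 main results under other settings, 83 kept the direction and side of the threshold or stayed within 1.5 times the count, 20 counts or areas moved, 1 result became stronger and 3 reversed. The tables of single cancers and the leave-one-out fits of miR-16-5p, the lists and the variance share were chosen after seeing the data. No paired analysis was possible because the replicate numbers follow accession order and do not pair libraries of different groups.

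DESeq2 gave 5 miRNAs for superficial against nodular BCC, 1 for SCC in situ against invasive SCC, 0 for actinic against seborrheic keratosis (16 at an unadjusted p under 0.05), 11 for the difference between cancers and 2 for the shared effect. It gave no p for 13 of the 322 miRNAs of the keratosis fits, among them all 5 named for actinic against seborrheic keratosis, so its 0 does not test these. Without a filter on low counts these comparisons gave 2, 6, 11, 3 and 0 (136 at an unadjusted p under 0.05), and atypical against seborrheic keratosis gave 1. A mean count floor of 10 gave 1 for SCC and 3 for the difference. Libraries with a total of at least 0.5 of the median gave 8 for actinic against seborrheic keratosis and 52 for BCC against SCC, and left too few atypical keratosis libraries to fit either of their comparisons. In the fits of all 32 cancer libraries this setting kept, of SCC in situ, only replicates 4 (1471158 counts) and 8 (2763901 counts). Its results there reflect the loss of most of that group and are no plain check of depth. Under this setting the hsa-miR-4516 difference reversed to −0.18, with SCC in situ replicate 6, its highest library, left out (217146 counts). The miRNA passed the threshold under 4 of the 6 settings (lowest adjusted p 0.0014 by the DESeq2 Wald test) and in 11 of 32 leave-one-out fits. All 26 libraries of the batch gave 14 for actinic and 1 for atypical against seborrheic keratosis, and only the 2 groups compared gave 3 for the former. The tables of single cancers gave 4 for the difference. The cause of these changes was not tested. Where the main count was 0, small counts above it depend on the method, and the shared count of 1 was likewise 0 to 2. hsa-miR-92b-3p passed in 4 of 6 settings, not without a filter or with the deeper libraries, where the 1 call was another miRNA. RLE scaling moved the median log2 fold change from −0.13 to −0.01 for actinic against seborrheic keratosis, from −0.66 to −0.44 for atypical against seborrheic keratosis and from −0.05 to −0.18 for the difference.

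With total counts as library sizes the miR-16-5p difference in BCC became −0.39 and the red cell difference in BCC −0.046. With a pseudocount of 5 the red cell difference for atypical against seborrheic keratosis became 0.18. All were small next to the spread between libraries. The lasso with the larger penalty gave an area of 0.456 for SCC, and log2 CPM raised the variance share for atypical against seborrheic keratosis to 15.1%, past an unadjusted p of 0.05.

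Leaving out each library gave from 0 to 3 (without SCC in situ replicate 5) miRNAs for SCC, and 0 without replicate 6, whose library name is alike. It gave from 0 (without actinic keratosis replicate 4) to 8 for actinic against seborrheic keratosis, from 0 to 1 for atypical against seborrheic keratosis, from 0 to 12 (without nodular BCC replicate 7) for the difference and from 0 to 1 for the shared effect. BCC against SCC stayed between 108 and 152, and superficial against nodular BCC at 0. The log2 fold changes in actinic against seborrheic keratosis ran from −2.58 to 7.26 for hsa-miR-486-5p, from −3.56 to 7.67 for hsa-miR-144-3p, from −0.30 to 5.15 for hsa-miR-20b-5p, from −1.83 to 4.37 for hsa-miR-126-3p and from −1.78 to 4.05 for hsa-miR-126-5p, each lowest without actinic keratosis replicate 4. The miR-16-5p difference ran from −0.19 to 0.24 in BCC, from 0.66 (without invasive SCC replicate 3) to 1.40 in SCC, from −0.27 to 1.61 for actinic against seborrheic and from 0.98 to 2.86 for actinic against atypical keratosis. Red cell miRNAs ran from −0.47 to 1.15 in BCC, from 1.99 (without invasive SCC replicate 3) to 3.59 in SCC, from −1.64 to 2.55 for actinic against seborrheic, from −1.10 to 1.78 for atypical against seborrheic and from −1.56 to 2.64 for actinic against atypical keratosis. White cell miRNAs ran from −0.36 to 0.28 in BCC, from −0.32 to 0.98 for actinic against seborrheic and from −3.91 to −2.40 for atypical against seborrheic keratosis. Fibroblast and vessel miRNAs ran from −1.25 to −0.27 (without nodular BCC replicate 2) in BCC, from 1.61 to 2.73 in SCC, from 0.01 to 1.90 for actinic against seborrheic, from −2.30 to −0.81 for atypical against seborrheic and from 1.59 to 3.48 for actinic against atypical keratosis. The variance share ran from 7.86% to 14.7% for atypical against seborrheic and from 17.3% to 32.3% (without actinic keratosis replicate 1) for actinic against atypical keratosis. White and red cell differences in SCC kept an unadjusted exact permutation p under 0.05 in all 16 fits. In 1 fit each, 3 other results fell under it. They were the fibroblast and vessel difference in SCC (unadjusted exact permutation p 0.0132), the white cell difference in atypical against seborrheic keratosis (0.0484) and the variance share there (0.0352). Of 548 leave-one-out fits of 33 main results, 477 stayed the same, 40 moved, 3 became stronger and 28 reversed.

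Of 91 fits of the 15 named miRNAs under other settings, which leave out those without a p, 9 were weaker (7 of them of the actinic keratosis miRNAs, 2 of hsa-miR-92b-3p), 5 stronger and 1 reversed. Of 364 leave-one-out fits, 32 were weaker, 11 stronger and 5 reversed. The BCC against SCC miRNAs kept direction and threshold in all of theirs.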

Other observations

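The splits of the libraries, the lasso splits, the miR-1 tests and the thinning test were chosen before their results were seen, and the white cell test of miR-16-5p after.

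For the counts of miRNAs past the threshold, 100 of 100 splits gave as many as superficial against nodular BCC, 100 of 100 as SCC in situ against invasive SCC, 100 of 100 as atypical against seborrheic keratosis, 35 of 35 as actinic against atypical keratosis and 100 of 100 as the difference between cancers. In these 5 the real count was 0, which every split reaches, so these numbers say nothing. It was 35 of 100 splits for actinic against seborrheic keratosis and 22 of 100 for the shared effect. For BCC against SCC, 1 of 100 splits, the real one, gave as many, and that split is also the split by batch. The lasso areas were matched by 18 of 100 splits in BCC and 23 of 100 in SCC. The median split gave 0 miRNAs in both BCC and SCC, and the most extreme of the 100 gave 33 and 71. The most extreme gave 72 for actinic against seborrheic keratosis, 88 for the shared effect and 50 for atypical against seborrheic keratosis. It gave 15 for the difference, 4 for actinic against atypical keratosis and, apart from the real split, 69 for BCC against SCC.

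The first principal component of log2 CPM followed the log2 total count in each batch, with Pearson r 0.78 and Spearman rho 0.85 in BCC (permutation p 0.00038 and 4e-05), 0.82 and 0.79 in SCC (0.00022 and 0.00038) and 0.81 and 0.84 in the keratosis batch (1e-05, the smallest the permutations give, for both). Without the 2 libraries farthest on the total count r was 0.84, 0.91 and 0.75. Adjusted over 6 relations, before and after thinning in the 3 batches, the permutation p were at most 0.00231 for r and 0.00276 for rho. Thinning every library to the smallest total of its batch (624519, 217127 and 20054 counts) left 111%, 87.8% and 77.8% of r, so unequal counting depth alone does not account for this component. What differs in libraries with few counts was not tested further.

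The spread of hsa-miR-16-5p went with white cell miRNAs. The correlation with the white cell list was r 0.82 (rho 0.83) over the 58 libraries, and within batches r 0.73, 0.74 and 0.90 (rho 0.70, 0.57 and 0.93, permutation p of r 0.00143, 0.00142 and 1e-05, adjusted over 9 relations at most 0.00184, and for rho at most 0.0338). In SCC it fell to r 0.34 without the 2 farthest libraries and rests on them there. The smallest value, 0.732 in BCC, fits white cells on the discs. It also followed the log2 total count, with r 0.72 over the 58 libraries and 0.85, 0.75 and 0.63 within batches (smallest 0.631, permutation p 3e-05, 0.00071 and 0.00048), and r stayed at 0.77, 0.84 and 0.65 without the 2 farthest libraries. Both measures passed, and which of them drives the other was not tested. The red cell list did not account for the spread of hsa-miR-16-5p in every batch, with r as low as 0.226 in BCC (permutation p 0.396). It was 0.61 in SCC (permutation p 0.013), 0.63 in the keratosis batch (permutation p 0.00045) and 0.54 over the 58 libraries. Without the 2 farthest libraries r was 0.06 in BCC, 0.29 in SCC and 0.47 in the keratosis batch. TMM scaling did not create the spread, since with total counts the SD was 104% of its value with TMM. All 5 white cell miRNAs and 1 of 3 red cell miRNAs had a mean log2 CPM of at least that of 10 CPM in these libraries. A candidate explanation is that miR-16-5p in disc samples reflects how many white cells were lifted, and library depth is another. Depth had the higher r in BCC (0.85 against 0.73) and in SCC without the 2 farthest libraries (0.84 against 0.34). White cells had it in the keratosis batch (0.90 against 0.63). Neither was tested with the other held fixed, and either would matter for its use as a reference.

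hsa-miR-1-3p exceeded 10000 CPM in 3 libraries, nodular BCC replicates 5 and 6 and invasive SCC replicate 4. Muscle in the sample is unlikely: hsa-miR-206 and hsa-miR-133a-3p, which muscle also makes in quantity, reached at most 0.54% of hsa-miR-1-3p in those libraries. This covers those 3 only. SCC in situ replicate 5 held 3102 CPM of hsa-miR-206 and 141 CPM of hsa-miR-133a-3p beside 7002 CPM of hsa-miR-1-3p. Atypical keratosis replicate 1 held 1128 and 62.7 beside 4012 CPM, but there the hsa-miR-133a-3p level was only 4 counts. Muscle stays open in the other libraries. Across the 32 cancer libraries, with batch means removed, the muscle list did rise with hsa-miR-1-3p more than 100% of 10000 random lists of matched expression. The list of miRNAs conserved in arthropods lay at percentile 72.9 and the nervous tissue list at 76.4. With 2 of 5 and 1 of 4 tested members at a mean log2 CPM of at least that of 10 CPM, these lists are too faint to exclude either source. The muscle list was also faint, with 1 of 3 tested members at that level. In the 3 libraries hsa-miR-124-3p, of the arthropod list, held 515, 118 and 225 CPM, against at most 2.41 CPM in the other invasive SCC libraries. It is 1 member of that list, and another, hsa-miR-33a-5p, held 0, 2.12 and 0 CPM there. Both sets of libraries were run, and the faintness of the lists was weighed after the percentiles were seen. Over all 58 libraries the percentiles were 99.4, 90.8 and 93.1. hsa-miR-206 rose with hsa-miR-1-3p in each batch, with r 0.70, 0.80 and 0.57 and rho 0.73, 0.80 and 0.53. The permutation p of r were 0.00572, 0.00019 and 0.00257, adjusted over 9 relations at most 0.00858. Without the 2 farthest libraries r was 0.57, 0.84 and 0.67. For hsa-miR-92b-3p, also among the 9 relations, r was 0.68 in BCC (−0.04 without the 2 farthest), 0.21 in SCC and −0.23 in the keratosis batch. Nodular BCC replicates 5 and 6 and invasive SCC replicate 4 held 2186, 238 and 944 CPM of hsa-miR-92b-3p. The shared-effect call thus lay partly in the libraries with the peaks of hsa-miR-1-3p. hsa-miR-184 had the highest rank correlation with hsa-miR-1-3p over the 58 libraries with batch means removed (rho 0.69, against 0.65 for hsa-miR-206), though not in SCC, where hsa-miR-206 was higher. In the 3 libraries hsa-miR-184 held 3335, 1138 and 1472 CPM. Other libraries reached 5326 CPM in nodular BCC but at most 63.6 CPM in invasive SCC. It was in none of the muscle, arthropod and nervous tissue lists, so their percentiles do not cover it. Since hsa-miR-184 was chosen for its correlation, no p is given for it. The source of hsa-miR-1-3p stays open.

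The sebaceous adenoma library held 109333 CPM of hsa-miR-223-3p and 37943 CPM of hsa-miR-142-3p, and seborrheic keratosis replicate 13 held 73188 and 15575 CPM. In verruca replicate 2, hsa-miR-203a-3p took 41.6% of all counts.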
